A study of Mus musculus with 6 samples. Its data were reported in "Runx3-mediated Transcriptional Program in Cytotoxic Lymphocytes" (2013).

How the data were processed

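Expression was measured on Affymetrix mouse Gene 1.0 ST arrays, which read whole transcripts of most mouse genes, in freshly isolated (resting) splenic CD8+ T cells (CD8-TC). The cells came from 6 individual male ICR mice aged 6 weeks, 3 WT and 3 that lacked Runx3 (Runx3-/-). ICR is an outbred stock, so that the mice of a group were not genetically identical. Each mouse gave 1 array, and genotype and replicate number were taken from the sample titles.

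Per the labels, WT cells were selected on anti-CD8 magnetic beads to a purity above 95%, whereas Runx3-/- cells were selected in the same way and then sorted by FACS to take out CD8+ dendritic cells carrying CD11c. Another label speaks of sorting for all samples. The paper's methods describe bead selection for WT CD8-TC and a FACS sort for Runx3-/- CD8-TC only. If only the Runx3-/- cells were sorted, the number of purification steps differed between the genotypes. It then cannot be separated from genotype in these 6 samples.

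The deposited values were on the log2 scale. According to the methods, the authors imported the array files into Partek Genomics Suite and normalized them by RMA (Robust Multichip Average) with a GC correction. The submitters' processing notes also name Partek and RMA. Versions and the genome build are not given in the sources used here. The log2 scale was read from the values, which ran to a maximum between 13.3 and 13.5 in each array, with array medians from 3.45 to 3.53. No value was renormalized for the main results. No detection call was used here, so that a signal near the array median may lie close to background and a fold against it may be understated.

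GEO's platform annotation paired 21789 of the table's probe sets with exactly 1 gene symbol and 1621 with several, and 11989 had no gene there. Of the single-gene probe sets, 21698 had an Entrez identifier in a RefSeq gene table (assembly GRCm38.p6) and 0 symbols needed an update. That table served for names, RNA classes and the order of neighbouring genes, and none of its coordinates are given because the build behind the array annotation is not named. A gene was tested when its probe set reached the array's median over all probe sets in at least 1 of the 6 arrays, and a gene with several probe sets was represented by the brightest. This left 9925 genes. Probe sets with several genes were not named.

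Differences are Runx3-/- minus WT on the log2 scale. They were tested, two-sided, with limma (version 3.58.1, R 4.3.3), using lmFit and eBayes without covariates, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method at a threshold of 0.05. Errors are SD over the 3 mice of a group, or the SE of a difference from limma. The methods state a change of at least 1.5-fold, a p under 0.05, without saying whether it was adjusted, and a signal above background in at least 1 array. A change of 1.5-fold and an unadjusted p under 0.05 were applied to the same fit, with the filter above in place of the background criterion, whose level is not given. The number of arrays limits the precision. On simulated data with the real means and spreads of the 9925 genes, in which 200 genes were changed, limma called 39.1% of the changes of 0.5, 84.8% of those of 1 and 99.7% of those of 2 on the log2 scale, with 4.84% false calls.

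Gene lists were compared with all other tested genes by camera with a preset correlation of 0.01, adjusted over all lists, and again with an estimated correlation. A further test, fry, asked whether a list's genes moved in 1 direction on balance, against no change and not against other genes. Fisher's exact tests were two-sided. The lists covered T cell receptor signalling, CD4/CD8 lineage factors, helper and regulatory T cell genes, cytotoxic effectors, natural killer cell receptors, naive cell genes, memory and activation genes, adhesion and migration, cytokine receptors and their signalling, proliferation genes, ETS and AP-1 factors, immediate early genes, the cell cycle, the interferon response and the Gimap family. Others held markers of B cells, plasma cells, erythroid cells, macrophages, dendritic cells, natural killer cells, neutrophils, platelets and stroma, and immunoglobulin segments. A further 6 lists were the study's own Runx3-bound and Runx3-responsive genes in resting CD8-TC, resting natural killer cells (NKC) and IL-2-activated CD8-TC, of which not every member was used here. All lists were fixed before the data were examined, after the paper and its gene lists had been read. The Gimap list was chosen from those gene lists.

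The genes named were Runx3, genes the study names for the CD8 lineage, the 10 largest falls and rises among genes past the threshold whose groups did not overlap (with and without genes of other cell types), and in each list up to 4 members with the lowest p, with the 3 brightest members for other cell types. Fhl2, among the study's genes, was below the filter and not tested. Other genes are named where a list's description needs them and were then chosen after their values were seen. Alternatives covered the filter, the probe set rule, the scaling, the variance model, array weights, the replicate number as a block, each array left out, genes of other cell types left out, the threshold and the list test. Leaving out small non-coding RNAs was added after seeing the data. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.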

Results

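The data describe how the transcriptome of resting splenic CD8-TC differs when the transcription factor Runx3 is missing. They comprise 6 arrays, 3 from WT and 3 from Runx3-/- mice. Over the tested genes, arrays of the same genotype correlated at 0.985 or above, and arrays of different genotypes at 0.971 or below. These correlations run across genes, which are not independent replicates. No pair of arrays shared more than 14 identical values among all probe sets.

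The targeted gene was examined first. The Runx3 probe set (10509030) read 7.09, 7.30 and 6.99 in the WT arrays and 7.06, 7.17 and 7.64 in the Runx3-/- arrays. The difference was 0.16 ± 0.16 (SE, n = 3 per group), with a 95% interval from -0.20 to 0.53 (limma adjusted p = 0.559), so that no fall of the Runx3 signal was detected. Without Runx3-/- replicate 3 the sign turned, to -0.012. Which part of the transcript this probe set reads, relative to the deleted part, is not given in the sources used here, and the level therefore does not check the genotype labels. Cd4 and Itgae, described next, separated all 3 Runx3-/- arrays from all 3 WT arrays.

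The main comparison asked which genes respond to loss of Runx3 in resting CD8-TC. Cd4, the coreceptor of helper T cells, was 5.92-fold higher in Runx3-/- cells (probe set 10547894, 4.23 ± 0.17 in WT and 6.79 ± 0.12 in Runx3-/-, SD, n = 3, limma adjusted p = 2.36e-05). Itgae, which encodes the integrin chain CD103, was 6.12-fold lower (probe set 10378286, 7.94 ± 0.27 and 5.33 ± 0.27, adjusted p = 9.9e-05). The CD8 coreceptor genes Cd8a and Cd8b1 did not pass the test, with differences of -0.038 ± 0.10 and -0.14 ± 0.12 (SE); the sign of the Cd8a difference turned under quantile normalization and without Runx3-/- replicate 3 (0.036). Of 9925 genes tested, 1155 differed, 596 of them lower and 559 higher in Runx3-/- cells. All 1155 had groups that did not overlap, as did 3338 of the tested genes (33.6%, where chance gives 10%). At least 4-fold changes comprised 50 falls and 13 rises, and 17 falls and 12 rises without the genes in lists of other cell types. Those lists do not hold every gene of such cells. At the fold and p thresholds of the methods, with p unadjusted, 802 genes responded, 492 lower and 310 higher. Without gene annotation and without any filter on signal, which the methods did apply, 1622 probe sets met this fold and p, 749 lower and 873 higher. With any 1 array left out, the number that differed was lower, between 625 and 925. It was 625 without WT replicate 1 (369 lower, 256 higher) and 634 without Runx3-/- replicate 2 (234 higher). It was 625 without Runx3-/- replicate 3 (323 lower, 302 higher), and 332 were higher without WT replicate 2. Fewer arrays also lower the precision, so that these falls cannot be assigned to single mice. At the methods' fold and p thresholds the number stayed between 776 and 913. Without the moderation of variances across genes, the number that differed was 182.

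**Figure D1:**
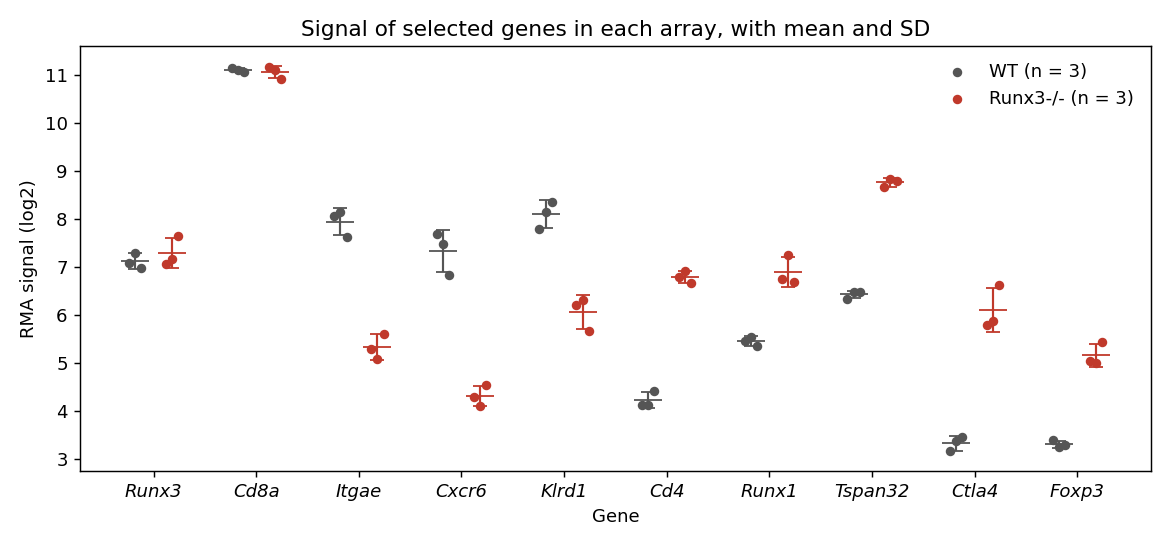
RMA signal on the log2 scale (vertical axis) of 10 genes (horizontal axis) in each WT (grey) and Runx3-/- (red) array, with the mean and SD of n = 3 mice per group. Runx3 and Cd8a overlap between genotypes, whereas Cd4 lies near 4.23 in WT and 6.79 in Runx3-/- cells and Itgae near 7.94 and 5.33.

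The largest falls included members of the macrophage, erythroid and B cell lists. Hmox1, a heme-degrading enzyme, fell by 3.71 ± 0.25 (SE) on the log2 scale, the iron exporter Slc40a1 fell by 3.02 ± 0.32, and Alas2, the first enzyme of heme synthesis in erythroid cells, fell by 3.39 ± 0.18. The complement receptor Cr2 fell by 3.32 ± 0.26, the B cell receptor component Cd79a fell by 3.20 ± 0.14, the mannose receptor Mrc1 fell by 2.91 ± 0.20, and the IgM receptor Fcmr fell by 2.87 ± 0.17. An immunoglobulin kappa segment fell by 3.03 ± 0.40. The largest fall, 4.16 ± 0.48, was that of a 5S ribosomal RNA gene, n-R5s136. The chemokine receptor Cxcr6 fell by 3.02 ± 0.21. Outside the lists of other cell types, Trf, Itgae, Hpgd, Scd1, Fcna, Rny3 and Atp8b4 completed the 10 largest falls, between -2.66 and -2.30. A gene outside these lists need not be a T cell gene. Whether other cells have a part in these falls was not tested. The limma adjusted p of all genes named in this paragraph was 0.00664 or lower.

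The largest rise was that of the amino acid transporter Slc6a19, at 3.40 ± 0.29 (SE). Izumo1r rose by 2.87 ± 0.23, the inhibitory receptor Ctla4 by 2.77 ± 0.21, the sialyltransferase St8sia6 by 2.66 ± 0.14 and Usp18, a regulator of interferon signalling, by 2.62 ± 0.19. Gzma, which encodes granzyme A, rose by 2.48 ± 0.56, with an SD of 1.38 among the Runx3-/- arrays. It was 1.74 without Runx3-/- replicate 1 and 3.11 without Runx3-/- replicate 2. Gzma did not pass under 6 of its 16 alternatives, including those without WT replicate 1 (limma adjusted p = 0.0734), WT replicate 2 (0.0698) or Runx3-/- replicate 3 (0.0766). Iigp1, Ecm1, Tspan32 and Il2ra rose by 2.45, 2.40, 2.33 and 2.23. Their adjusted p ranged from 1.8e-05 for Ecm1 to 0.027 for Gzma.

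Genes that distinguish CD4 from CD8 T cells were examined as a group. Of 16 lineage factors measured, 5 rose and 0 fell. Besides Cd4, these were Runx1 (1.44 ± 0.15, SE), Gata3 (0.60 ± 0.14), Myb (0.50 ± 0.12) and Bcl11b (0.47). Gata3 and Myb each did not pass under 7 of their 16 alternatives. Zbtb7b, which encodes the helper lineage factor ThPOK, gave 0.023 ± 0.11, and its sign turned under quantile normalization and without Runx3-/- replicate 1 (-0.055). Of 18 helper and regulatory T cell genes, 10 rose (14 when adjusted over the list alone) and 0 fell. Foxp3, the regulatory T cell factor, rose by 1.85 ± 0.13, and Ctla4, Il2ra and Izumo1r rose with it. The list as a whole was higher (camera adjusted p = 4.18e-10), also with an estimated correlation (adjusted p = 0.026), whereas the lineage factors (camera adjusted p = 9.24e-05) did not pass with it (adjusted p = 0.294). Adjusted over the list alone, 9 lineage factors rose. B cell, macrophage and erythroid markers were lower in the same arrays, with list medians of -2.10, -2.07 and -0.78. Whether this has a part in the helper and regulatory rises was not tested.

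Some T cell receptor signalling genes were higher in Runx3-/- cells. Of 27 measured, 11 rose, 0 fell and 16 did not pass, with a median of 0.27 over the list, and 14 rose and 1 fell when adjusted over the list alone. The costimulatory receptor Cd28 rose by 0.99 ± 0.16 (SE), the diacylglycerol kinase Dgka by 0.76 ± 0.11, the adaptor Lcp2 by 0.63 ± 0.10 and Ubash3a by 0.62 ± 0.09. Cd3d and Cd3e gave 0.14 and -0.051 and did not pass. As a list they had a camera adjusted p of 2.08e-07, and the adjusted p was 0.273 with an estimated correlation. B cell, macrophage and erythroid markers were lower in the same arrays, with list medians of -2.10, -2.07 and -0.78.

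Genes of cytokine receptors and their signalling changed in both directions. Of 21, 7 rose and 1 fell, and 7 rose and 2 fell adjusted over the list alone. The feedback inhibitors Cish (1.36 ± 0.10, SE) and Socs3 (1.04 ± 0.15), Il2ra and Il21r (0.61 ± 0.10) rose, and Il9r fell by 1.45. By camera the list had an adjusted p of 0.000678, against an adjusted p of 0.0762 with an estimated correlation. All 5 inhibitors of proliferation that the study names for IL-2-activated cells rose (Tspan32, Runx1, Inpp4b at 1.16, Smad3 and Grap at 0.53), with the same 5 adjusted over the list alone. By camera their adjusted p was 2.99e-07, and the adjusted p was 0.0762 with an estimated correlation. The same source names 12 promoters of proliferation, of which Fhl2, Rab27b, Appl2 and Styk1 were not tested here. Of the 8 measured, 5 fell, among them Itgae, Kit (-0.85) and Myc (-0.50), while Il2ra and Myb rose. These counts were identical adjusted over the list alone. This list had a camera adjusted p of 0.0263, and the adjusted p was 0.171 with an estimated correlation and 0.0523 with the replicate block. None of 27 cell cycle genes passed, over all genes in limma or adjusted over the list alone (2 at an unadjusted p under 0.05), and the lowest p values belonged to Mcm3 (-0.55), Cdc20 (-0.31), Mcm6 (-0.28) and Cdk1 (-0.27). As a list they had a camera adjusted p of 0.0962, which passed without WT replicate 2 (adjusted p = 0.00422) and without Runx3-/- replicate 1 (adjusted p = 6.37e-05), and also without the filter on signal (adjusted p = 0.0153) and with the filter at the 25th percentile (adjusted p = 0.0304).

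Cytotoxic and receptor genes changed in both directions. Of 24 cytotoxic effector genes, 3 rose (Gzma, Gzmk at 1.32 ± 0.22 SE and Fasl at 0.52) and 4 fell (Nkg7 at -1.51 ± 0.21, Cst7 at -1.12 ± 0.14, Id2 and Zeb2). By camera the list had an adjusted p of 0.436, with a direction that turned without WT replicate 3, and 4 rose and 4 fell adjusted over the list alone. Of 17 natural killer cell receptor genes, Klrd1 (CD94) fell by 2.03 ± 0.20, Fcer1g fell by 1.48 ± 0.14 and Cd244a fell by 0.52 ± 0.12, and Klrb1f rose by 0.53 ± 0.13, with 1 rise and 3 falls also adjusted over the list alone. As a list they had a camera adjusted p of 0.156, which passed without the filter on signal (adjusted p = 0.0112) and with the filter at the 25th percentile (adjusted p = 0.021). Cd244a did not pass under 6 of its 16 alternatives, and Klrb1f did not pass under 6 of its 15. Klrk1 (NKG2D) gave -0.37 ± 0.12 and did not pass (adjusted p = 0.0955). Of 27 adhesion and migration genes, 5 fell, among them Cxcr6, Itgae, Itgad (-1.75) and Ccr3 (-1.48), and 1 rose, Cd226 (camera adjusted p = 0.438). Tested against no change rather than against other genes, the list had a fry adjusted p of 0.028. Adjusted over the list alone 5 fell and 5 rose. A second probe set of Itgad gave only -0.19 and was dimmer. In the same arrays, markers of B cells, macrophages and erythroid cells fell, with list medians of -2.10, -2.07 and -0.78. Whether this has a part in the falls of receptor, adhesion and migration genes was not tested.

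Of 26 memory and activation genes, 3 rose, Nr4a1 (0.87), Cd69 (0.60) and Cd27, and 3 fell, Cxcr6, Anxa1 and Ahnak (-0.82). Adjusted over the list alone, 4 rose and 4 fell. The median was 0.07, the mean -0.093 with camera's direction down, and the camera adjusted p 0.906. Of 17 naive cell genes, Igfbp4 (1.12), Dapl1 (0.72), Bach2 (0.64) and Slfn2 rose and Tob1 (-0.45) fell. Adjusted over the list alone, 6 rose and 2 fell. By camera the list had an adjusted p of 0.044, and the adjusted p was 0.671 with an estimated correlation, 0.611 without WT replicate 3 and 0.0748 without Runx3-/- replicate 1. It was 0.0815 without moderation of variances and 0.158 with array weights. Against no change, fry gave an adjusted p of 0.3. Of 16 ETS genes, Ets2 rose by 0.68 ± 0.16 (SE, limma adjusted p = 0.0301), and Spi1 (-1.76), Spib (-1.59) and Etv6 (-0.46) fell, with 1 and 3 also adjusted over the list alone (camera adjusted p = 0.493). Ets2 did not pass under 6 of its 16 alternatives, including those without WT replicate 2 (limma adjusted p = 0.0839), WT replicate 3 (0.0669), Runx3-/- replicate 1 (0.0802) or Runx3-/- replicate 2 (0.0964). Spi1 and Spib are used by myeloid and B cells. None of 8 AP-1 genes passed in limma, also adjusted over the list alone (0 at an unadjusted p under 0.05), among them Batf3 (-0.43), Jund (-0.18), Mafg (0.13) and Junb (-0.10) (camera adjusted p = 0.602).

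Some interferon response genes were higher. Of 25, 12 rose, 1 fell (Rsad2, at -0.92) and 12 did not pass, and 18 rose and 1 fell adjusted over the list alone. Usp18 and Iigp1 led, followed by Ifit2 (1.10 ± 0.11, SE), Zbp1 (1.07 ± 0.12) and Irf7 (1.01 ± 0.12). For the list camera gave an adjusted p of 2.24e-10, and the adjusted p was 0.153 with an estimated correlation. Of 8 Gimap genes, which encode GTPases of lymphocyte survival, Gimap7 (1.94 ± 0.13), Gimap3 (1.07 ± 0.09), Gimap6 (0.66 ± 0.10) and Gimap8 (0.63 ± 0.09) rose and 0 fell, and 6 rose adjusted over the list alone. For this family, chosen from the study's gene lists, camera gave an adjusted p of 4.02e-06, and the adjusted p was 0.0506 with an estimated correlation. Of its 8 genes, 3 are in the lists the study picked from these samples, so that these p values give no independent evidence. B cell, macrophage and erythroid markers were lower in the same arrays (list medians of -2.10, -2.07 and -0.78). Whether this has a part in the interferon and Gimap rises was not tested. Of 12 immediate early genes, which respond to cell handling, Nr4a1 and Dusp1 (0.69) rose, also adjusted over the list alone, although Dusp1 did not pass under 9 of its 16 alternatives, whereas Hsph1 (-0.61) and Btg2 (0.20) did not pass (camera adjusted p = 0.176, and 0.0321 without WT replicate 1).

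Most markers of macrophages, B cells and erythroid cells were lower in Runx3-/- samples. Of 23 macrophage and monocyte markers, 21 fell and 0 rose, with a median of -2.07. Examples besides Hmox1 were C1qb (-2.63 ± 0.16, SE), Sirpa (-2.39 ± 0.12) and Axl (-2.07 ± 0.13). Of the brightest members, Lyz2 fell by 2.81 ± 0.31 and Ctss, with a signal of 9.56 in WT, gave -0.18 and did not pass. Of 22 B cell markers, 19 fell and 0 rose, with a median of -2.10, among them Ms4a1 (-2.87 ± 0.19), Fcer2a (-2.22 ± 0.12) and Blnk (-1.94 ± 0.12). Cd79b and Ly86, among the brightest, fell by 2.29 and 1.60. All 8 immunoglobulin segments fell, including Igha (-2.32) and Ighm (-1.90). Of 12 erythroid markers, 10 fell and 1 rose, Gata1. Slc4a1 and Car1 each fell by 2.86, Car2 (-1.70) and Cpox (-0.79) also fell, and the transferrin receptor gene Tfrc gave -0.020. The counts of these 4 lists were the same adjusted over each list alone. Their camera adjusted p values were 6.99e-25, 4.89e-22, 1.64e-10 and 1.58e-07. With an estimated correlation the adjusted p was 0.0648 for macrophages, 0.103 for B cells, 0.026 for the segments and 0.212 for erythroid cells.

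The remaining marker lists were smaller or more mixed. Of 18 dendritic cell markers, 4 fell (Wdfy4 at -1.52, Fscn1 at -1.34, Ciita at -1.30 and Ly75 at -0.48), and 7 fell adjusted over the list alone. Fscn1 and Ly75 each did not pass under 9 of their 16 alternatives. The brightest dendritic cell markers Cd74, H2-Aa and H2-Eb1 read 10.97, 10.59 and 10.20 in WT and 10.09, 9.99 and 9.17 in Runx3-/- cells, and did not pass. For dendritic cells camera gave an adjusted p of 0.000739, and the adjusted p was 0.503 with an estimated correlation. Against no change, fry gave an adjusted p of 0.239. Of 7 plasma cell markers, Jchain (-2.72) and Mzb1 (-2.31) fell, 3 fell adjusted over the list alone, and Irf4 (-0.56), Prdm1 (0.20), Xbp1 (-0.11), Edem2 (0.09) and Slamf7 (-0.12) did not pass. For plasma cells camera gave an adjusted p of 0.02, and the adjusted p was 0.309 with an estimated correlation, 0.0587 without WT replicate 3, 0.0517 without Runx3-/- replicate 3 and 0.0622 without moderation of variances. Of 5 neutrophil markers, Ngp (-1.63), Lcn2 (-1.05) and S100a8 (-0.58) fell, 5 fell adjusted over the list alone, and S100a9 gave -0.63. S100a8 did not pass under 7 of its 16 alternatives, and Ngp did not pass under 5 of 16. For neutrophils the camera adjusted p was 0.000883, and the adjusted p was 0.294 with an estimated correlation. Of 8 natural killer cell markers, Cd7 (-1.80), Car2 and Fcer1g fell, Gzma and Klrb1f rose and Tyrobp gave -0.67, with 2 rises and 4 falls adjusted over the list alone. Camera gave this list an adjusted p of 0.18. The adjusted p was 0.0327 without the filter on signal, 0.046 with the filter in at least 3 arrays and 0.0468 with the filter at the 25th percentile. Against no change, fry gave an adjusted p of 0.00672. Of the platelet markers, Itgb3 rose by 1.84 and Ppbp fell by 1.65, also adjusted over the list alone, and the median of 0.095 lay on the other side of 0 from the direction camera gave (camera adjusted p = 0.906). Of 3 stromal markers, Sparc (-1.17) and Stab2 (-0.78) fell and Pecam1 gave 0.54, with 1 rise and 2 falls adjusted over the list alone (camera adjusted p = 0.158, and 0.0383 with the filter at the 25th percentile).

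**Figure D2:**
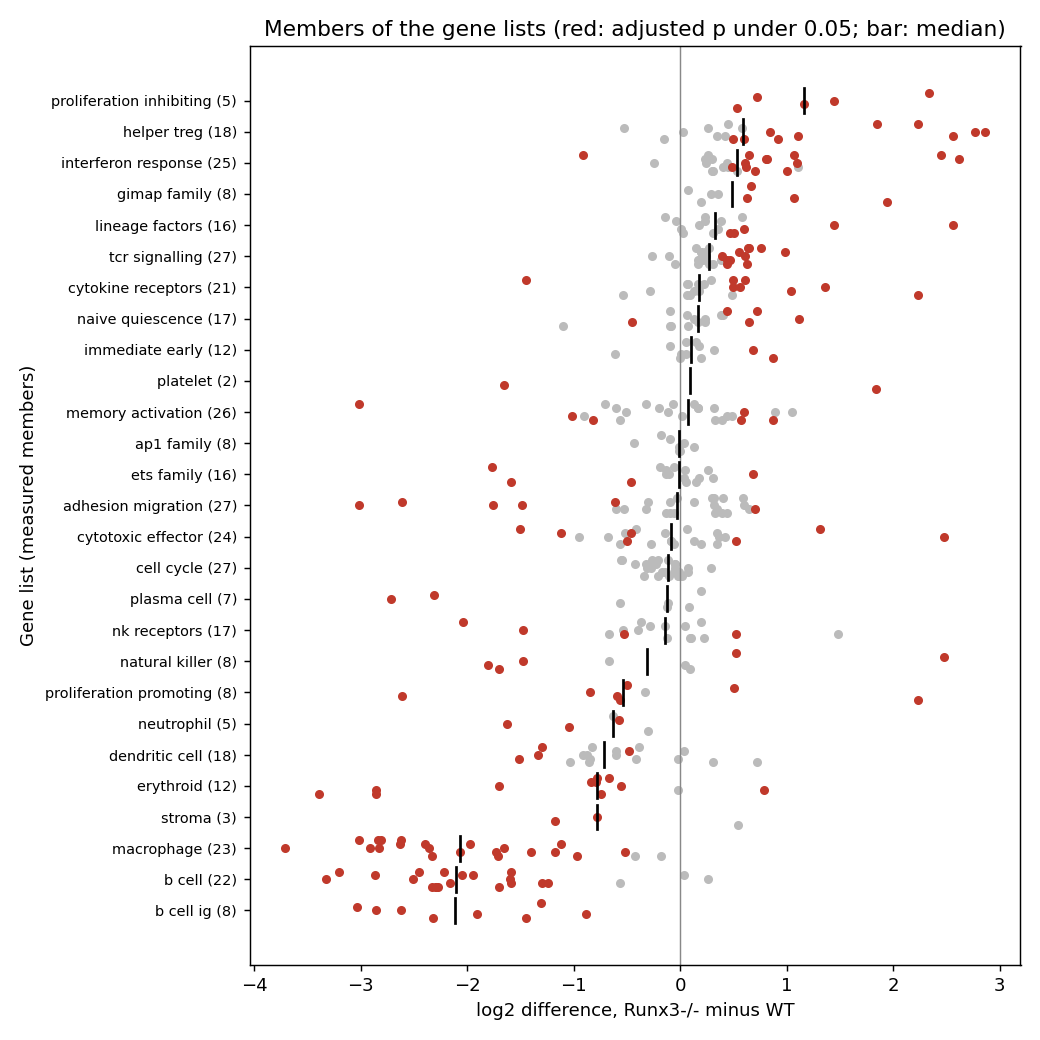
The log2 difference, Runx3-/- minus WT, of each measured member (points, n = 3 mice per group) of the gene lists fixed by hand (vertical axis, with the number measured), with red points past a limma adjusted p of 0.05 and a black bar at each list's median. Macrophage and B cell markers center at -2.07 and -2.10, whereas helper and regulatory T cell genes center at 0.59.

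Genes that the study had listed as Runx3-bound and responsive in IL-2-activated CD8-TC, thus in other samples, shifted in the listed direction in resting cells. Of 153 genes listed as lower without Runx3, 52 fell and 5 rose (71 and 7 adjusted over the list alone), with a median of -0.36. The members with the lowest p were Itgae, Cxcr6, Hid1 (-1.55 ± 0.11, SE) and Ostf1 (-1.11 ± 0.09). Of 159 genes listed as higher, 67 rose and 1 fell (84 and 4 adjusted over the list alone), with a median of 0.36. Ecm1, Tspan32, P2rx7 (1.86 ± 0.13) and Nxpe3 (1.59 ± 0.10) had the lowest p in this list, while Slc6a19 (3.40) and Izumo1r (2.87) rose by more. The camera adjusted p values were 5.12e-16 and 1.6e-19. Neither list passed with an estimated correlation (adjusted p = 0.0787 and 0.0762).

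Of the lists from resting NKC, 28 of 471 genes listed as lower fell and 16 rose (23 and 11 adjusted over the list alone). Itgae, Mcoln2 (-2.18), Dse (-1.38) and Lap3 had the lowest p in that list. Its camera adjusted p was 0.176, with 0.0254 without the filter on signal and 0.0473 with the filter at the 25th percentile. Of 201 listed as higher, 33 rose and 17 fell (40 and 19 adjusted over the list alone). Ecm1, Tspan32 and St8sia6 rose, and Cnr2 fell by 1.94. The camera adjusted p was 0.00578, and the adjusted p was 0.418 with an estimated correlation and 0.0595 without the filter on signal. The study chose its resting CD8-TC lists on these same samples, so that they give no independent evidence of direction. Of 101 genes listed as lower, 97 fell (99 adjusted over the list alone), among them App (-2.04 ± 0.11, SE), and of 119 listed as higher, 117 rose (118 adjusted over the list alone). Their camera adjusted p values were 4.19e-54 and 2.28e-57, with an adjusted p of 0.0306 and 0.026 with an estimated correlation.

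With the preset correlation, 21 of the lists passed, and 4 did so with an estimated correlation. Both counts include the resting CD8-TC lists, which the study chose on these same samples. The others of the 4 were the helper and regulatory T cell genes and the immunoglobulin segments. When the 6 arrays were split in other ways that mixed the genotypes, up to 19 lists passed with the preset correlation. Such splits keep part of the genotype difference, so that this number does not measure calls by chance.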

Values the study reported

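The study reported 609 differentially expressed genes between Runx3-/- and WT resting CD8-TC, about 60% of them lower and about 40% higher without Runx3. Bead selection of WT spleen cells was stated to give about 95% CD3+ CD8-TC, and the bead-selected cells of Runx3-/- mice were stated to hold about 20% dendritic cells with CD8 and CD11c, which were then sorted out.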

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

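The closer look given here, at probe sets outside the gene comparison, was chosen after the data had been seen. The gene comparison left out probe sets that pair with no gene or with several. When all probe sets were tested together with limma, 575 differed, and 161 of those were outside the gene comparison, 99 lower and 62 higher in Runx3-/- than in WT arrays. The largest fall outside it was -5.94 on the log2 scale, from 11.49 in WT to 5.55 in Runx3-/- arrays (limma adjusted p = 0.049), for a probe set with no gene. The largest rise was 2.58 on the log2 scale, from 4.58 in WT to 7.16 in Runx3-/- arrays (limma adjusted p = 0.0416), for a probe set paired with several genes and therefore not named.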

How the results depend on the processing

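Of the alternatives tried, leaving out small non-coding RNAs was chosen after seeing the data. The cause of a change was not tested unless the alternative's construction gives it.

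The number of genes that differed stayed within 1.5 times of 1155 under the other filters, scalings and array weights. Without moderation of variances it was 182 (95 lower, 87 higher), of which 157 were among the 1155, and 49 of the 112 named genes that had passed did so. With all probe sets tested it was 575 (330 lower, 245 higher), and 1622 met the methods' fold and p thresholds, without a filter on signal. By construction the threshold moved it to 398 (238 lower, 160 higher) at an adjusted p under 0.01, to 676 (267 higher) with at least 1.5-fold and to 1811 (910 lower, 901 higher) at 0.1. With fewer arrays it ranged from 625 to 925, with 323 to 504 lower and 234 to 434 higher; WT replicate 1 (625), Runx3-/- replicate 2 (634) and Runx3-/- replicate 3 (625) moved it by more than 1.5 times. Without the genes in lists of other cell types it was 1051, and without small RNAs 1141.

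With an estimated correlation the IL-2-activated lists had adjusted p values of 0.0787 (lower) and 0.0762 (higher), and 4 lists passed; over all alternatives these p values reached down to 1.08e-23 and 1.59e-24. The Runx3 difference ranged from -0.012 to 0.28 when arrays were left out. Signs turned only among results that had not passed: under quantile normalization Cd8a (0.014) and Zbtb7b (-0.039), with array weights Slamf7 (0.052) and Tfrc (0.025), and with arrays left out Zbtb7b (-0.055 to 0.087), Slamf7 (-0.30 to 0.20), Tfrc (-0.090 to 0.050) and Cd8a (-0.091 to 0.036). The memory and activation list turned at adjusted p values of 0.979 (quantile normalization), 0.712 (array weights) and 0.982 (replicate block), and between 0.243 and 0.994 with arrays left out, where the cytotoxic (0.112 to 0.815) and platelet (0.604 to 0.994) lists also turned. Of the 112 named genes that had passed, 49 did so under every alternative and 0 turned. Of up to 16 alternatives, Dusp1, Fscn1 and Ly75 did not pass under 9, Gata3, Myb and S100a8 under 7, Ets2, Etv6, Cd244a, Gzma and Klrb1f under 6, and Myc, Tob1 and Ngp under 5. Among the gene lists other than the IL-2-activated ones, calls were lost 26 times and gained 15 times over all alternatives. The direction turned 8 times, against 530 outcomes without a change. Each IL-2-activated list lost its call 1 time, with an estimated correlation.

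The deviations of arrays with the same replicate number correlated at 0.18, 0.03 and -7.9e-05 for numbers 1, 2 and 3. Only number 1 exceeded the 0.1 set for pairing, so the numbers were not taken to pair the mice. With the replicate block 1085 genes differed. Signals near the array median limit the folds of dim genes.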

Other observations

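Except for the first test of genes beside Runx3, the tests given here were chosen after the results they bear on had been seen. Small non-coding RNAs formed a group that the lists did not cover. It was put together after the values were seen. Of 64 measured, 17 were lower and 4 were higher in Runx3-/- cells, with a median of -0.19. The Y RNA Rny3 fell by 2.32 ± 0.18 (SE), the RNA component of RNase MRP, Rmrp, fell by 1.78, the small nucleolar RNA Snora44 fell by 2.10, and Snord22 fell by 1.93, while Snord14e (1.21) and Snord37 (1.07) were higher. No explanation was tested for this group.

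The fall of B cell, macrophage and erythroid markers was weighed first. Cells without CD8 would have been removed by the selection on anti-CD8 beads unless carried along. Per the labels, the purity of the WT cells was above 95%. For more RNA of other cells in the WT samples, the markers correlated more within than between lists over the 3 WT arrays, by 0.54. This decides nothing, since 3 arrays are too few for a correlation across samples and genes regulated together would covary as well. For a direct loss of Runx3-dependent expression in the T cells, the study's IL-2-activated list of lower genes held 0% of the 50 markers that fell. It held 9.52% of the other 546 genes that fell (Fisher's exact test, p = 0.0157). As 0 of the markers were in either IL-2-activated list, this decides nothing either. For the markers of these 3 lists, both explanations stay open. All 8 immunoglobulin segments also fell, with a median of -2.11, and 0 of them were in the study's resting CD8-TC lists. Loss within the T cells would need WT T cells to hold RNA of these B cell segments, which argues against it for these 8 genes. Of the markers, 3 in the macrophage list, 2 in the B cell list and 1 in the erythroid list stayed bright. They lay at or above the 75th percentile of signals in every Runx3-/- array. The study's resting CD8-TC lists held 2, 7 and 3 members of these lists. Those were chosen for response in these libraries and for Runx3 binding in separate ChIP-seq. If fewer other cells were present in the Runx3-/- samples, an added FACS sort and loss of Runx3 stay open as reasons. The paper describes a FACS sort of CD8-TC for Runx3-/- mice only, although the labels differ on whether WT cells were sorted too. In that design the sort cannot be separated from genotype.

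The rise of Cd4 and regulatory T cell genes was weighed next. CD4+ T cells without CD8 would have been removed by the selection on anti-CD8 beads unless carried along. Such cells would raise Zbtb7b, which gave 0.023 (95% interval -0.22 to 0.27). Its WT signal of 4.46 lay below the upper quartile of 5.50, near enough to the floor for a small share of such cells to be missed. For a release of Runx3 repression within the CD8+ T cells, 30.0% of the 10 helper and regulatory genes that rose (Izumo1r, Gata3 and Il4ra) were in the study's IL-2-activated list of higher genes, against 11.7% of the other 549 that rose (Fisher's exact test, p = 0.107). Cd4, Foxp3, Ctla4 and Il2ra were not in that list. Of the 18 measured members, 8 are in the study's resting CD8-TC lists, Cd4, Ctla4 and Il2ra among them. These lists took response from these libraries and Runx3 binding from separate ChIP-seq. The paper reports Runx3 binding at the Cd4 silencer in resting CD8-TC. It also cites earlier reports that loss of Runx3 affected Cd4 during CD8-TC development. Binding does not show whether CD4+ T cells were carried along. Admixture and release cannot be told apart with these values, since the overlap was small in number and Zbtb7b was dim.

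For the rise of some T cell receptor signalling genes, a larger T cell share of the RNA was considered. The mean of 9 T cell surface genes, among them Cd3e, Cd2 and Thy1, differed by 0.11 (95% interval -0.17 to 0.39). Of these 9, 6 belong to the signalling list itself and had not passed, so that setting them against the 11 members that rose decides nothing. The 21 signalling genes outside these 9, whether or not they rose, were therefore set against the 7 surface genes other than Cd8a and Cd8b1. The 21 still held the costimulatory receptor Cd28 (0.99), the largest rise of the list. The Cd8 locus was left out because Runx3 binds there and could itself have changed these genes. The mean of the 21 rose by 0.22 more (95% interval 0.014 to 0.43, and 0.0067 to 0.39 under quantile normalization). Both lower bounds lie close to 0, and the comparison was not run without Cd28, so that it decides nothing on a larger share. An exact permutation of 3 against 3 arrays could not go below 0.1. A larger share stays open as the whole cause or a part of it, as does an effect of Runx3, which was not tested separately.

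Mice made by gene targeting can carry DNA of another strain beside the targeted gene. The prediction that genes beside Runx3 would differ more often was written before its result was seen. Of the 40 tested genes nearest to Runx3, 20 on each side, 10 differed (25%), against 11.6% of the other 9884 genes (Fisher's exact test, p = 0.0212). These 10 included the macrophage genes C1qa, C1qb and C1qc and the erythroid gene Rhd. Leaving out the genes in lists of other cell types was decided after seeing them. Then 6 of 36 differed (16.7%) against 1073 of 9781 others (Fisher's exact test, p = 0.28). The excess may thus rest on those markers, and the hypothesis stays open. Genes of other cells that are outside the lists were kept.

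The 6 samples can be split into groups of 3 in 10 ways, which is too few for a share under 0.05. The split by genotype was the 1 with the largest result in each case. It gave 1155 genes against at most 0 in the other splits (limma), 596 lower and 559 higher genes against at most 0, and 802 genes at the methods' fold and p thresholds against at most 64. For the IL-2-activated lists, −log10 of the camera p was 16.03 against 9.39 for the lower genes and 19.6 against 6.44 for the higher genes. The number of lists past the threshold was 21 against 19. Each other split still held unequal numbers of WT and Runx3-/- arrays in its groups. It thus kept part of the genotype difference and moved the rest into the spread within groups. Neither the lists nor the genes called in these splits therefore measure calls by chance.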
